# HIC2 regulates isoform switching during maturation of the cardiovascular system

**DOI:** 10.1016/j.yjmcc.2017.10.007

**Published:** 2018-01

**Authors:** Iain M. Dykes, Kelly Lammerts van Bueren, Peter J. Scambler

**Keywords:** Congenital heart disease, Embryonic development, Haemoglobin, Troponin, Creatine kinase, Myoglobin

## Abstract

Physiological changes during embryonic development are associated with changes in the isoform expression of both myocyte sarcomeric proteins and of erythrocyte haemoglobins. Cell type-specific isoform expression of these genes also occurs. Although these changes appear to be coordinated, it is unclear how changes in these disparate cell types may be linked. The transcription factor *Hic2* is required for normal cardiac development and the mutant is embryonic lethal. *Hic2* embryos exhibit precocious expression of the definitive-lineage haemoglobin *Hbb-bt* in circulating primitive erythrocytes and of foetal isoforms of cardiomyocyte genes (creatine kinase, *Ckm*, and eukaryotic elongation factor *Eef1a2*) as well as ectopic cardiac expression of fast-twitch skeletal muscle troponin isoforms. We propose that HIC2 regulates a switching event within both the contractile machinery of cardiomyocytes and the oxygen carrying systems during the developmental period where demands on cardiac loading change rapidly.

## Highlights

• HIC2 regulates developmental and cell type-specific isoform switching.
• The mouse mutant exhibits precocious embryonic expression of foetal genes.
• Definitive-lineage haemoglobins are expressed in primitive-lineage erythrocytes.
• Mature isoforms of cardiac genes are precociously expressed.
• Skeletal muscle troponin isoforms are expressed in the heart.

## 1 Introduction

The transition from embryonic to foetal development is associated with major changes in physiology. Increased cardiac loading as a result of the gain in size requires improved cardiomyocyte performance. The heart rate increases from 125 bpm to 194 bpm between E10.5 and E14.5 [1]. Cardiomyocytes, in common with other muscle cell types, are highly plastic and are able to adapt to meet this demand by altering the expression of sarcomeric proteins, metabolic enzymes and other proteins [2], [3]. This increased workload requires an increased supply of oxygen and this is met by changes in haemoglobin expression within circulating erythrocytes [4] and upregulation of myoglobin in cardiomyocytes [5]. These changes are mediated by a coordinated transition from an embryonic to a foetal gene expression programme in both cardiomyocytes and in erythrocytes.

Sarcomeric proteins such as myosin, actin, myomesin and troponin exist in multiple isoforms, each with distinct physiological properties, and these may be exploited by the embryo to fine tune performance [6], [7], [8] . Multiple isoforms of these proteins appear to have evolved by duplication of a common ancestral gene, followed by a process of divergence and adaptation [9], [10]. This has led to great diversity. For example, there are 10 isoforms of myosin heavy chain [11] and three isoforms of troponin T [12]. Cardiomyocytes, smooth muscle, fast skeletal muscle and slow skeletal muscle exhibit muscle-specific isoform expression; these isoforms are each adapted to a specific function and are non-redundant [13], [14]. In addition, each muscle type exhibits maturational changes in isoform expression, an adaptation to changing demands [7], [15]. Similarly, a number of isoforms of both alpha and beta haemoglobins have evolved by gene duplication, these exhibit distinct affinities for oxygen and are expressed within circulating erythrocytes in a developmentally regulated sequence [4], [16], [17]. Expression of the cardiomyocyte globin, myoglobin, is initiated in the foetal period [5]. Maturational isoform switching is also seen in metabolic enzymes such as creatine kinase, which supplies energy to muscle, and exists as two isoforms expressed in a developmentally regulated sequence [18], [19]. Pathological conditions leading to hypoxia such as ischaemia, heart failure and atrial fibrillation, can result in a recapitulation of the cardiomyocyte foetal or embryonic gene expression programme [20], [21], [22].

HIC2 is a transcription factor related to the tumour suppressor HIC1 [23], required for normal cardiac development and lost in distal variants of 22q11 Deletion Syndrome [24]. Mice heterozygous for *Hic2* have a ventricular septal defect and exhibit peri-natal lethality [24]. Homozygous loss of function mutants, in contrast, exhibit early embryonic lethality [24], occurring before septation of the heart begins. In an effort to understand the cause of this lethality, we uncovered evidence to suggest that HIC2 may play a role in the regulation of isoform expression in both cardiomyocytes and primitive erythrocytes. We show that HIC2 acts to suppress expression of foetal isoforms, which are normally turned on at a time when *Hic2* expression is decreasing. In the absence of *Hic2*, foetal genes are precociously expressed in both cell types and lineage specific troponin expression is disrupted.

## 2 Results

### 2.1 *Hic2* loss results in developmental delay and early embryonic lethality

Examination of *Hic2^GT/GT^* loss of function mutants revealed that embryonic developmental is slower in these embryos relative to littermate controls. We found that mutant embryos harvested at day E9.5 appeared younger than littermates and exhibited a comparable anatomy to wildtype embryos harvested at E8.5 (Fig. 1a). This delay could not be explained by reduced proliferation or increased apoptosis because no differences were observed in the number of cells positive for either phosphorylated histone H3 and cleaved caspase 3 (data not shown). Embryos also exhibited early embryonic lethality, with few mutant embryos recovered after E9.5 (Fig. 1a).

**Fig. 1:**
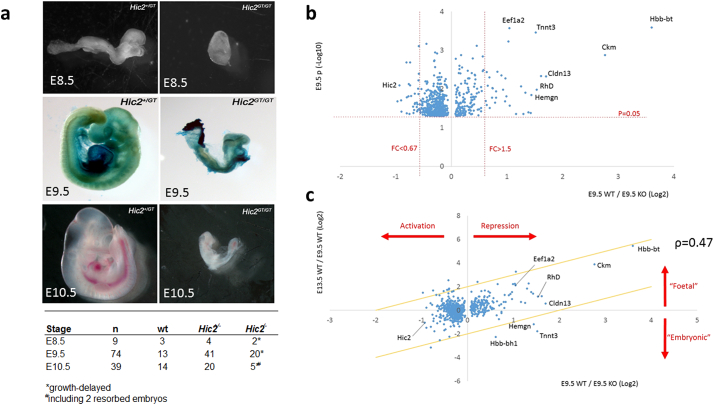
*Hic2* regulates the timing of gene expression in the heart and blood. a. Wholemount images of wildtype (left) and *Hic2^GT/GT^* embryos (right), E9.5 embryos are stained with X-Gal to show expression of the genetrap cassette from the *Hic2* locus. Mutants are delayed by approximately one day of development and are small in size. Embryos are recovered at the Mendelian ratio until day E9.5 but show lethality after this age (Table). b. The graph shows genes changed in a microarray analysis of the *Mesp1^Cre^ Hic2* conditional mutant at E9.5. Fold change (log2 scale) is plotted against *p*-value (− log10 scale). c. The change in expression over developmental time (change between E13.5 and E9.5 in the wildtype condition) is plotted against change in the *Hic2* conditional mutant at E9.5 (E9.5 WT/KO). Genes that are expressed more strongly at E13.5 than at E9.5 may be considered foetal genes while those expressed more strongly at E9.5 may be considered as embryonic. Yellow lines represent a 4 fold change. ρ indicates Pearson's Correlation coefficient calculated from log-transformed values.

### 2.2 Foetal genes are precociously expressed in the *Hic2* mutant

Early lethality and reduced size made further analysis of loss-of-function mutants impossible. We therefore turned to a milder, conditional mutant. *Mesp1^Cre^* drives deletion in both cardiac and extra-cardiac derivatives of the anterior mesoderm, the latter including a subset of the haematopoietic system. *Hic2^FL/FL^; Mesp1^Cre/+^* embryos exhibit only a partially penetrant lethality (26% at E13.5), which occurs later in gestation than in Hic2^GT/GT^ embryos [24].

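RNA from E9.5 hearts was measured on 6 Affymetrix Mouse Exon 1.0 ST arrays, which carry probes along the exons of each gene. Of these, 3 came from wildtype embryos (*Hic2 FL/FL; Mesp1+/+*) and 3 from *Hic2* conditional mutants (*Mesp1 Cre/+; Hic2 FL/FL*), in which Cre made from the *Mesp1* locus deletes *Hic2* in anterior mesoderm and its derivatives. Each array held a pool of 4 to 6 whole hearts with the blood inside them, and the paper describes the pools as independent biological replicates. The Cre allele also leaves the mutants with a single copy of *Mesp1*, and a Cre-only group was not analysed here. The authors summarised the probes per gene with the core gene predictions of the Affymetrix Expression Console, normalised them by RMA and deposited log2 values. The software version and genome build are not given in the sources used here. The median log2 value per array lay between 7.18 and 7.31. Pearson correlations over all transcript clusters were 0.988 to 0.993 between arrays of the same genotype and 0.989 to 0.993 between genotypes. A transcript cluster is the array's unit for a gene, and 14996 clusters were annotated to 1 gene, 1019 to several and 7317 to none. As in the paper's methods, clusters without a gene and those with a mean linear value of 100 or less in both genotypes were left out, which left 10439. Mutant and wildtype were compared on the log2 values with limma, an empirical Bayes linear model, and p-values were adjusted by the Benjamini-Hochberg method. The test of the paper's methods, called the methods' t-test here, was run on the same values. A fold is 2 to the power of the difference between the mean log2 values, and the levels of different clusters are not on a common scale. The 22 gene lists and the rule for which genes are named were fixed before the data were examined. Lists were tested with camera, which compares the genes of a list with all others, at a preset correlation between genes of 0.01. The number of arrays, 3 per genotype, limits the precision of every value.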

Gene expression analysis was performed in the *Hic2^FL/FL^; Mesp1^Cre/+^* embryo at E9.5 on the isolated heart tube. The samples consisted of cardiovascular tissue together with the blood contained within it. 

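Genes of red cells were higher in the mutant pools as a group. Of 23 erythroid genes other than globins, 22 had a higher mean in the mutant, and their median log2 difference was 0.72 (quartiles 0.41 and 0.94, n = 3 arrays per genotype). *Kel*, which encodes the Kell blood group protein, had a log2 difference of 1.41 (standard error 0.293), *Slc4a1*, the band 3 anion exchanger of the red cell membrane, 1.19 (standard error 0.257), and *Slc25a37*, which carries iron into mitochondria, 0.81 (standard error 0.161). By limma, 0 of the 23 passed an adjusted p under 0.05 over all genes tested, 15 were higher when adjusted over the list alone and 17 at an unadjusted p under 0.05, while the methods' t-test passed 0 genes after adjustment. The list rose relative to the other genes (camera, adjusted p = 1.42e-31, but adjusted p = 0.259 with an estimated correlation). Its median level per array was 8.67, 8.19 and 7.89 in wildtype replicates 1, 2 and 3, and 8.85, 8.58 and 9.11 in the mutant replicates.
The 10 haem synthesis enzymes rose as a list as well (camera, adjusted p = 1.53e-08, but adjusted p = 0.259 with an estimated correlation), with a median of 0.24. Among them, 0 passed over all genes tested by limma, 3 passed at an unadjusted p under 0.05 (*Alas2*, *Ppox* and *Alad*) and 1 when adjusted over the list alone. This was *Alas2*, the enzyme of the opening step of haem synthesis in red cells, at a log2 difference of 1.13 (standard error 0.281). *Alas2* and another of these enzymes, *Fech*, are also in the erythroid list, so the lists are not independent of each other. Markers of other blood cells were spread around 0. Of 8 megakaryocyte and platelet markers, 4 lay above 0, with a median of 0.01, a mean of -0.03 and an adjusted p of 0.593 upward from camera in limma, and *Vwf*, the von Willebrand factor, was at -0.37. Of 4 macrophage and white cell markers, 2 lay above 0, with a median of 0.03, a mean of -0.01 and an adjusted p of 0.253 upward from camera in limma (0.0381 without mutant replicate 2).
In the heart itself, 0 of 17 cardiac sarcomere genes passed by limma, adjusted or unadjusted, and 8 of them lay above 0. Their median lay below 0, and at 0.02 after quantile normalisation and 0.01 after cyclic loess, while the direction of camera in limma was upward (adjusted p = 0.192, but 0.0478 without wildtype replicate 3 and 0.0199 with the erythroid median of each array as a covariate). Of 22 cardiac transcription factors, 21 had a lower mean in the mutant (median -0.13, adjusted p = 0.119 from camera in limma, but 0.0374 without wildtype replicate 2 and 0.0235 without the intensity filter), among them *Nkx2-5* at -0.18 and *Prox1* at -0.20. Of 22 endothelial and endocardial markers, 18 were below 0 (median -0.18, adjusted p = 0.165 from camera in limma, but 0.0383 without the intensity filter). Of these markers 4 were lower at an unadjusted p under 0.05 and 0 after adjustment over the list alone. They were *Nfatc1*, a transcription factor of the endocardium, at -0.36, the natriuretic peptide receptor *Npr3* at -0.28, and the growth factor receptors *Flt1* at -0.31 and *Kdr* at -0.32. The 6 smooth muscle markers had a median of -0.02, a mean of 0.02 and an adjusted p of 0.456 upward from camera in limma. The liver and yolk sac endoderm markers *Alb* and *Afp* were highest in mutant replicate 3, the array with the highest erythroid median, and *Afp* was highest among the wildtypes in replicate 1, which had the highest erythroid median of that genotype. The values of these lists are set against those of all genes tested, whose median log2 difference was -0.09, with 71.8% below 0.

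**Figure D1:**
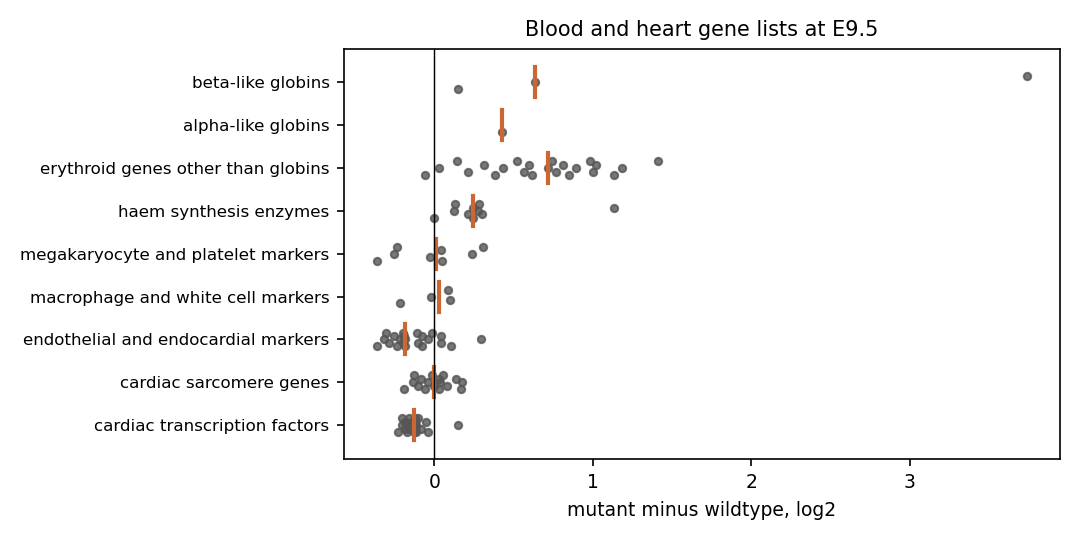
Log2 differences between mutant and wildtype at E9.5 for the tested members of 9 blood and heart gene lists. Each point is a gene, the orange bar is the median of its list and the black line marks 0. The erythroid genes spread from -0.06 to 1.41, and the single point above that range is the adult beta-globin cluster.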

Erythrocytes in circulation at E9.5 are largely nucleated, primitive-lineage erythrocytes which carry mRNA. 

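*Hic2*, the deleted gene, had a mean log2 value of 9.21 ± 0.25 (SD, n = 3) in the wildtype and 8.29 ± 0.07 (SD, n = 3) in the mutant. Every mutant array lay below every wildtype array, with a log2 difference of -0.92 (standard error 0.137, adjusted p = 0.125 from limma). At an adjusted p under 0.05 from limma, 7 genes were higher in the mutant. They are the adult beta-globin cluster *Hbb-b1/Hbb-b2*, the muscle creatine kinase *Ckm*, the fast skeletal troponin *Tnnt3*, the elongation factor *Eef1a2*, *Pla2g5*, *Pdzk1ip1* and *Ackr1*. *Pla2g5*, a secreted phospholipase, rose from 7.03 ± 0.21 to 8.63 ± 0.27 (SD, n = 3 each), a log2 difference of 1.61 (standard error 0.163, adjusted p = 0.0147 from limma). *Ackr1*, a chemokine-binding receptor that carries the Duffy blood group, rose by 1.24 (standard error 0.150, adjusted p = 0.0356 from limma), and *Pdzk1ip1*, which encodes a small membrane protein, rose by 1.03 (standard error 0.108, adjusted p = 0.0147). No gene was lower at that threshold (0 by limma), against 616 lower and 175 higher at an unadjusted p under 0.05, and the methods' t-test passed 0 genes after adjustment (smallest adjusted p = 0.588). The unadjusted counts from limma were 179 lower and 189 higher without wildtype replicate 1, and 1913 and 146 without wildtype replicate 3. After cyclic loess they were 475 and 389. At an unadjusted p under 0.05 from limma with a fold over 1.5, 49 genes were higher and 45 were lower. These counts were 69 and 19 without mutant replicate 2, 42 and 134 without wildtype replicate 3, and 63 and 150 without mutant replicate 3. The 35 globin, erythroid and haem synthesis genes tested made up 16 of the 49.
*Hic2* passed the adjusted threshold after median centring (0.0441), quantile normalisation (0.0390) or cyclic loess (0.0388) and without wildtype replicate 3 (0.0249), and whether its probes lie in the deleted part of the gene is not given in the sources used here. Counts at the adjusted threshold were 9 higher and 3 lower after quantile normalisation, 8 and 1 after cyclic loess and 7 and 1 after median centring, and those with a fold over 1.5 were 54 and 32, 59 and 27, and 49 and 45. *Ackr1* lost its call without any 1 of the wildtype replicates or mutant replicate 1 (adjusted p from 0.0997 to 0.178), and *Pdzk1ip1* without wildtype replicate 1 or 2 or mutant replicate 1 or 2 (adjusted p from 0.0671 to 0.120).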

62 genes showed > 1.5 fold change (Fig. 1b). The largest changes were seen in upregulated genes (max change 12.1) with only modest changes in downregulated genes (> 0.51). 

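Among the genes that were higher at an unadjusted p under 0.05 with a fold over 1.5, 19 exceeded 2-fold and 5 exceeded 3-fold (*Hbb-b1/Hbb-b2*, *Ckm*, *Cldn13*, *Pla2g5* and *Rhd*). Several of these are genes of red cells. *Cldn13*, a claudin, had a log2 difference of 1.75 (standard error 0.248), *Rhd*, the Rh blood group antigen, 1.60 (standard error 0.274), and *Hemgn*, a nuclear protein of haematopoietic cells, 1.50 (standard error 0.279), each with all 3 mutant arrays above all 3 wildtype arrays. Over all genes tested, their adjusted p-values from limma were 0.101, 0.168 and 0.184. *Cldn13* passed with the replicate number as a block (adjusted p = 0.0125 from limma) and without wildtype replicate 1 (0.0193), as did *Rhd* and *Hemgn* without that replicate (0.0333 each). *Tnfrsf14*, a receptor of the tumour necrosis factor family, had a difference of 1.40 (standard error 0.266), and *Ambp*, a plasma protein made in the liver, had one of 1.46 that rested on mutant replicate 3, at 8.10 against 5.86 and 5.26 in the other mutants.
Among the lower genes, 0 exceeded 2-fold by limma at either threshold, and the lowest fold was 0.516, in a cluster annotated to several genes. At an unadjusted p under 0.05 the lowest fold ran from 0.412, without wildtype replicate 3, to 0.511 as each array was left out. It was 0.426 without the intensity filter and 0.235 with the erythroid median of each array as a covariate. Some lower genes thus exceeded 2-fold in other settings. The largest differences in single genes were -0.95 (standard error 0.167) for *Gpr22*, an orphan receptor, and -0.94 (standard error 0.242) for *Dcn*, the matrix proteoglycan decorin. *Aldh1a1*, an enzyme that makes retinoic acid, had a difference of -0.86 (standard error 0.188), *Scube2*, which takes part in hedgehog signalling, -0.81 (standard error 0.122), and *Gabrb2*, a subunit of a neurotransmitter receptor, -0.75 (standard error 0.139). Their adjusted p-values ran from 0.125 to 0.498, and those of *Gpr22*, *Aldh1a1* and *Gabrb2* fell to 0.0372, 0.0372 and 0.0366 without wildtype replicate 3 and that of *Scube2* to 0.0492 without mutant replicate 3. The other lower genes named by the same rule were *Mybpc1*, *Abcd2*, *Tdo2*, *Myo7a*, *Nrk* and *St8sia1*, between -0.88 and -0.77.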

The most changed genes were found to be the beta haemoglobin, *Hbb-bt* (+ 12.1) and the creatine kinase enzyme isoform *Ckm* (+ 6.78). 

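The adult beta-globin cluster, listed under the symbols *Hbb-b1/Hbb-b2*, rose 13.4-fold in the mutant (log2 difference 3.74, standard error 0.344, adjusted p = 0.00968 from limma). It was taken here to stand for the genes that the paper calls *Hbb-bt* and *Hbb-bs*, which the annotation of the cluster does not name. *Ckm*, the muscle isoform of creatine kinase, rose 6.71-fold (log2 difference 2.75, standard error 0.141, adjusted p = 2.43e-04 from limma). Taken as ratios of linear means, the folds were 12.1 and 6.78. Of all 10439 clusters tested, *Hbb-b1/Hbb-b2* ranked 1 by size of change and 3 by p-value, and *Ckm* ranked 2 by size and 1 by p-value. Both passed the threshold whichever of the 6 arrays was left out.

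**Figure D2:**
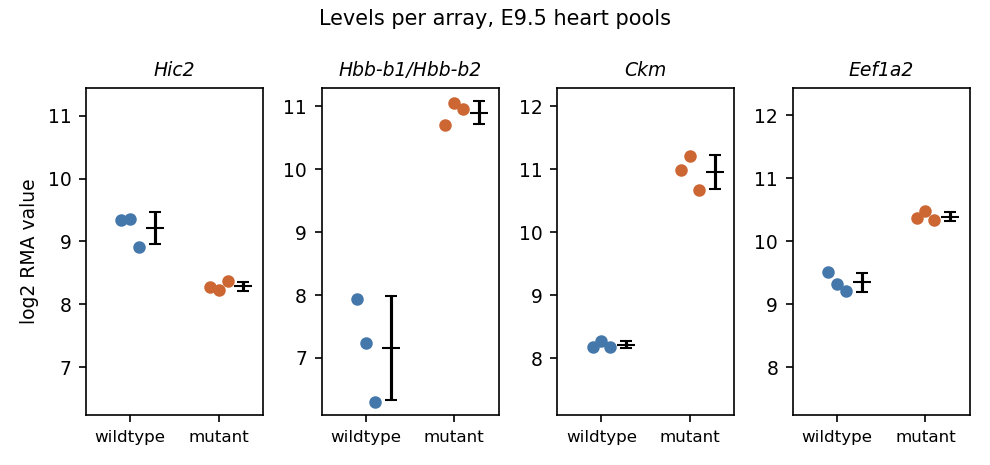
Log2 RMA values of *Hic2*, the *Hbb-b1/Hbb-b2* cluster, *Ckm* and *Eef1a2* in E9.5 heart pools. Points are single arrays, bars are the mean ± SD of 3 arrays per genotype, and all panels span the same range of log2 units. The mutant arrays lie below the wildtype arrays for *Hic2* and above them for the other genes.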

Strikingly, these are both genes whose expression is normally initiated later in development during the foetal period. We hypothesised that loss of *Hic2* may result in precocious expression of a foetal gene expression programme. To test this, we compared these data to a dataset we have previously published derived from the wildtype E13.5 embryo [24] . We plotted the ratio of expression in the wildtype embryo at E13.5 relative to E9.5, against the change in expression in the E9.5 mutant relative to E9.5 wildtype (Fig. 1c). Many genes which show an increase in the *Hic2* mutant at E9.5, suggesting *Hic2* repression, were seen to be more highly expressed later in development (Fig. 1c). Genes showing a decrease in the mutant, which are activated downstream of *Hic2*, did not show strong changes in the mutant, but broadly speaking were more strongly expressed in the embryo than in the foetus.

This analysis raises the intriguing possibility that HIC2 may function to repress expression of foetal genes in order to maintain the heart and circulatory system in an embryonic state.

### 2.3 HIC2 regulates haemoglobin isoform switching

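In the wildtype, the adult beta-globin cluster *Hbb-b1/Hbb-b2* varied between pools, at log2 values of 7.94, 7.24 and 6.30 (mean 7.16 ± 0.82 SD, n = 3). The mutant pools lay close together at 10.70, 11.05 and 10.95 (mean 10.90 ± 0.18 SD, n = 3). The lowest mutant value was thus above the highest wildtype value by more than the whole spread of the wildtype. The log2 difference ranged from 3.31 to 4.13 as each array was left out, with adjusted p-values from limma between 0.00394 and 0.0492. With the median of the erythroid genes of each array as a covariate, the difference was 2.94 (standard error 0.398) and the adjusted p was 0.162. Probes of this cluster cannot part the 2 adult genes, which the paper describes as identical in sequence.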

The most changed gene on the microarray was the beta haemoglobin, *Hbb-bt*. Haemoglobin is a tetramer consisting of two alpha and two beta haemoglobin molecules, several isoforms of each exist in the genome with distinct physiological properties and these are classified as either embryonic or definitive, based on the timing of expression [4]. Primitive lineage erythrocytes are derived from MESP1 + precursors in the yolk-sac [25], and express the embryonic haemoglobins, *Hbb-bh* and *Hbb-y*. At day E11.5 the major site of erythropoiesis moves from the yolk sac to the liver, and the resulting liver-derived definitive lineage expresses only the definitive haemoglobins, *Hbb-bt* and *Hbb-bs* [4]. These latter genes are derived from independent loci but have an identical sequence and thus are indistinguishable in either microarray or qPCR assays. Thus, we observe expression of definitive haemoglobins (*Hbb-bt* and/or *Hbb-bs*) at a time when only primitive erythrocytes are in circulation, indicating dysregulation of gene expression in these cells.

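The embryonic globins were already near the top of the range in the wildtype. *Hbb-y*, the major embryonic beta-like globin, had a mean log2 value of 14.11 ± 0.10 (SD, n = 3) in the wildtype and 14.25 ± 0.01 (SD, n = 3) in the mutant. The highest value of any cluster on any of the 6 arrays was 14.36, on wildtype replicate 3. The cluster of *Hbb-bh1* and its neighbour *Hbb-bh2*, the other embryonic beta-like globin, went from 12.02 ± 0.32 to 12.66 ± 0.09 (SD, n = 3 each), a log2 difference of 0.64 (standard error 0.159, adjusted p = 0.460 from limma). The embryonic alpha-like globin *Hba-x*, the single alpha-like cluster tested, went from 13.39 ± 0.37 to 13.82 ± 0.04 (SD, n = 3 each), with an adjusted p of 0.606. Of the 3 beta-like clusters, 1 was higher over all genes tested and 2 when adjusted over the list alone, and the list rose relative to other genes (camera, adjusted p = 3.24e-08, but adjusted p = 0.259 with an estimated correlation). The paper took up the adult cluster from these same arrays, so the list is not independent evidence of its direction.
Set against the median of the 23 erythroid genes on the same array, the adult beta-globin cluster was at -1.09 ± 0.44 (SD, n = 3) in the wildtype and 2.05 ± 0.36 (SD, n = 3) in the mutant. This change of 3.14 on the log2 scale had an exact two-sided permutation p of 0.1, the smallest that 3 arrays against 3 allow. Set against the haem synthesis enzymes the change was 3.33. Of 13 regulators of globin switching, 0 passed at an adjusted p from limma over all genes or over the list alone and 2 at an unadjusted p under 0.05, *Klf1* at 0.76 (standard error 0.309) and *Gata1* at 0.74 (standard error 0.290), both of which are also in the erythroid list. The regulators of globin switching had a median of -0.09, a mean of 0.01 and an adjusted p of 0.781 upward from camera in limma. From definitive haemoglobin at an age with primitive erythrocytes alone in circulation, the paper concludes that gene expression is dysregulated in these cells. It adds in situ hybridisation and RT-qPCR of *Hbb-bt*, which were not analysed here.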

To begin to explore this phenomenon we first asked whether *Hic2* is expressed in primitive erythrocytes or their precursors. X-gal staining of *Hic2^GT/+^* embryos revealed strong reporter gene expression in the yolk sac at E9.5, in addition to the previously reported heart expression (Fig. 2a). Thus, *Hic2* is expressed at the site of primitive lineage erythropoiesis. *Mesp1* is known to be expressed in yolk sac blood islands and primitive erythrocytes are derived from MESP1 positive precursors [25], therefore it is reasonable to suggest that *Mesp1^Cre^* could delete *Hic2* in primitive erythrocyte precursors.

**Fig. 2:**
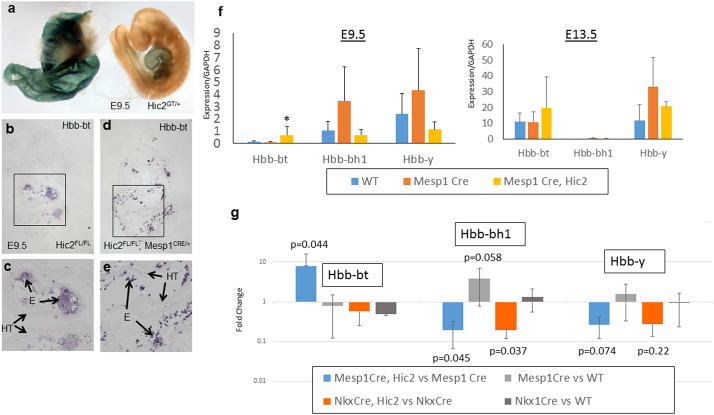
HIC2 represses foetal haemoglobin expression in primitive erythrocytes. a. X-gal staining of an E9.5 *Hic2^GT/+^* embryo reveals strong reporter expression in the yolk sac (left) as well as in the heart tube (right). b–e. *In situ* hybridisation to show expression of *Hbb-bt* at E9.5 in the wildtype (b,c) and mutant (d,e) embryo. Lower panels show an enlarged view of the boxed area above. E = erythrocyte; HT = heart tube. f–g. RT-qPCR analysis of gene expression in pooled heart samples. f and g show absolute expression (normalised to GAPDH) at E9.5 and E13.5 respectively while g shows the fold change between the genotypes indicated at E9.5. *P* values indicate results of a one tailed *t*-test.

We next used *in situ* hybridisation to confirm the change in expression of *Hbb-bt* seen on the microarray. Staining of wildtype embryos revealed a low level of expression restricted to erythrocytes, which are located largely within the heart tube (Fig. 2b, c). This result is consistent with reports that primitive lineage erythrocytes express low levels of definitive haemoglobins [16], [17]. In the *Mesp1^Cre^* conditional mutant we see strong upregulation of expression in erythrocytes (Fig. 2d, e) confirming the array results.

To quantify these changes we performed RT-qPCR on pools of dissected hearts, using samples biologically independent from those used for the microarray (Fig. 2f). Because the *Mesp1^Cre^* is a “Knock-In” allele in which the CRE cassette replaces the *Mesp1* coding sequence, Cre positive embryos are heterozygous for *Mesp1*. To control for any effect of *Mesp1* loss on the observed gene expression we compared three genotypes: wildtype (*Hic2^FL/FL^; Mesp1^+/+^*), Cre only (*Hic2^+/+^; Mesp1^Cre/+^*) and conditional *Hic2* mutant (*Mesp1^Cre/+^; Hic2^FL/FL^*). In wildtype embryos at E9.5, we observe strong expression of the embryonic haemoglobins, *Hbb-y* and *Hbb-bh1*, at levels of one to 2.4 times the level of GAPDH expression, with only weak expression of *Hbb-bt* (0.12 of GAPDH; Fig. 2f). In contrast, in the wildtype at E13.5, *Hbb-bt* expression has increased to 11.0 GAPDH, *Hbb-y* has increased to 11.9 GAPDH but *Hbb-bh1* expression has dropped to 0.10 GAPDH. This result indicates that primitive erythrocytes are still in circulation at this age (definitive erythrocytes never express *Hbb-y* [17]) but that they have undergone a maturational switch in gene expression from *Hbb-bh1* to *Hbb-y* [16]. The high expression of *Hbb-bt* at E13.5 indicates that definitive-lineage erythrocytes are also in circulation at this age. Cre only embryos exhibit a trend towards increased expression of embryonic haemoglobins at both timepoints, although due to high variance between samples this is not significant. The conditional *Hic2* mutant show a significant 5.6-fold increase in *Hbb-bt* expression at E9.5, from 0.12 to 0.67 GAPDH, confirming the microarray result.

To separate out the relative effects of *Hic2* and *Mesp1*, which appear to have opposing actions on erythrocyte gene expression, we calculated the change in expression between genotypes differing in only a single variable (Fig. 2g). A comparison of *Mesp1^Cre/+^* with *Mesp1^Cre/+^; Hic2^FL/FL^* shows us the relative contribution of *Hic2* because both genotypes are heterozygous for *Mesp1* (Fig. 2g, grey bars). Similarly, a comparison of *Mesp1^Cre/+^* with wildtype (*Hic2^FL/FL^*) shows us the relative contribution of reducing *Mesp1* to heterozygosity because both genotypes express normal levels of *Hic2* (Fig. 2g, blue bars). This analysis demonstrates a significant, but opposing action of *Hic2* on the definitive *Hbb-bt* and the embryonic *Hbb-bh1* such that *Hic2* acts to repress *Hbb-bt* while activating *Hbb-bh1*. *Mesp1*, in contrast, has no effect on *Hbb-bt* but shows a sub-threshold repression of *Hbb-bh1*, consistent with previous reports demonstrating that *Mesp1* acts to repress haematopoietic differentiation in favour of cardiomyocyte differentiation in the mesoderm lineage [26]. Therefore, these data suggest that *Hic2* acts to promote embryonic haemoglobin expression within MESP1 + primitive lineage erythrocytes while repressing definitive haemoglobin expression.

*Nkx2.5^Cre/+^* targets deletion in the cardiomyocyte, vascular smooth muscle and endothelial lineages [27], [28]. *Hic2^FL/FL^; Nkx2.5^Cre/+^* embryos do not show embryonic lethality and have a mild phenotype [24], and therefore we hypothesised that these embryos would not show changes in haemoglobin expression. We performed an identical RT-qPCR assay using *Nkx2.5^Cre^* in place of *Mesp1^Cre/+^* (Fig. 2g). This analysis demonstrated that loss of one copy of *Nkx2.5* had no effect on haemoglobin expression, as expected (Fig. 2g, dark grey bars). *Nkx2.5^Cre^* -mediated deletion of *Hic2* had no effect on expression of *Hbb-bt*, consistent with the absence of *Nkx2.5* in primitive-lineage yolk sac precursors (Fig. 2g, orange bars). Surprisingly however, we observed a significant reduction in *Hbb-bh1* expression in these embryos, suggesting that *Hic2* acts within NKX2.5 + precursors to promote embryonic haemoglobin expression. This result is consistent with the observation that a population of NKX2.5 + haemogenic precursors exist in the endocardium/endothelium of the outflow tract and atria at E9.5 [29], [30]. Circulating NKX2.5-derived erythrocytes initially express *Hbb-bh1*, but undergo maturational switching to express *Hbb-bt* in late gestation [29].

Thus our data are consistent with a role for *Hic2* in maturational haemoglobin switching within erythrocytes from two distinct embryological sources. *Hic2* promotes *Hbb-bh1* expression in both lineages, but represses *Hbb-bt* only in *Mesp1*-derived cells.

### 2.4 HIC2 regulates maturational isoform switching of cardiomyocytes

Creatine is an energy store used for fast production of ATP in highly active tissues such as muscle and brain. Creatine kinase, which catalyses the transfer of phosphate from creatine to ATP, exists as two isoforms in the cytosol known as muscle (CKM) and brain (CKB), and these form both homotypic and heterotypic dimers [19]. Expression is regulated both spatially and over developmental time. CKB is expressed in the early embryo in both brain and muscle; in brain it remains the only isoform expressed but in heart and skeletal muscle, expression of CKM is initiated in the foetus leading to expression first of the CKM-CKB heterodimer and later to expression of CKM alone [18].

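*Ckb*, the brain isoform of creatine kinase, had a mean log2 value of 13.30 ± 0.18 (SD, n = 3) in the E9.5 wildtype heart. The upper 95% point of all clusters lay between 11.56 and 11.68 per array, so *Ckb* was among the brightest clusters of every array. In the mutant it was at 13.12 ± 0.24 (SD, n = 3), a log2 difference of -0.18 (standard error 0.149, adjusted p = 0.666 from limma), and the genotypes overlapped. Its level and that of *Ckm* come from different probes and were not set against each other.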

*Ckb* was observed to be strongly expressed at both timepoints in our microarray dataset (not shown), at a level of approximately 30 × that of *Ckm* in the wildtype embryo, consistent with its known embryonic role in the heart. *Ckm* was found to be expressed at a low level at E9.5, showing a significant increase between E9.5 and E13.5. 

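*Ckm*, which serves muscle as an energy buffer, was at log2 values of 8.18, 8.27 and 8.18 in the wildtype pools (mean 8.21 ± 0.05 SD, n = 3). In the mutant pools it was at 11.00, 11.21 and 10.67 (mean 10.96 ± 0.27 SD, n = 3). The difference between genotypes was thus far larger than the spread within either, with a 95% confidence interval from 2.42 to 3.07. Leaving out each array in turn gave differences from 2.62 to 2.89, with adjusted p-values from limma between 1.95e-04 and 0.00499. With the erythroid median of each array as a covariate, *Ckm* was the 1 gene that passed.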

*Ckm* showed a change of + 6.78 in the *Hic2* mutant at E9.5 (Fig. 1b, c).

We used both RT-qPCR and immunofluorescence to verify these changes. At E9.5, expression in the wildtype heart tube is negligible (Fig. 3a, e). Strong mRNA and protein level expression is seen in the conditional mutant at E9.5 (Fig. 3b, f), the latter localised to the heart tube (Fig. 3b). At E13.5, strong CKM immunostaining is seen in the ventricles and trabeculations of the wildtype heart (Fig. 3c), while RT-qPCR assays indicate that mRNA expression increases 209-fold between E9.5 and E13.5 (Fig. 3e). We again separated the effect of *Hic2* from that of *Mesp1* within the RT-qPCR data, demonstrating that *Mesp1* has a weak but significant activator activity on *Ckm* expression (Fig. 3g; grey bars), while *Hic2* shows a strong repressor function, indicated by upregulation in the *Hic2* conditional mutant relative to *Mesp1^Cre^* only (Fig. 3g, blue bars). Analysis of *Nkx2.5^Cre^* mutants indicated that both MESP1 and NKX2.5 mediated *Hic2* deletion have a similar effect (Fig. 3g; blue and orange bars), consistent with the hypothesis that this regulation occurs in cardiomyocytes derived from MESP1 +, NKX2.5 + precursors.

**Fig. 3:**
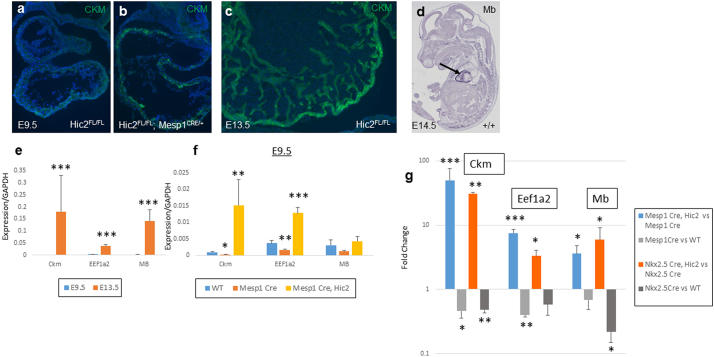
HIC2 represses foetal gene expression in cardiomyocytes. a–c. CKM Immunostaining in the wildtype (a) and mutant (b) at E9.5, and in the wildtype at e13.5 (c). CKM expression is seen in the heart tube of the E9.5 *Hic2* conditional mutant and in the ventricles wall of the E13.5 wildtype heart. d. *In situ* hybridisation to show *Mb* expression in the E14.5 heart (arrow; data obtained from Eurexpress [34]). e–g. RT-qPCR analysis of gene expression in pooled heart samples. e and f show absolute expression (normalised to GAPDH) while g shows the fold change between the genotypes indicated at E9.5. e illustrates the normal change in expression in wildtype embryos between E9.5 and E13.5 while f and g illustrate changes in mutant embryos at E9.5. *P* values indicate results of a one tailed *t*-test.

Eukaryotic elongation factors such as Eef1α are a component of the translational machinery. *Eef1α* exists as two isoforms, *Eef1a1* and *Eef1a2*. While *Eef1a1* has a ubiquitous expression, *Eef1a2* expression is limited to brain, muscle and heart [31], a pattern strikingly similar to that of creatine kinase Developmental isoform switching occurs such that *Eef1a1* is expressed in embryos while *Eef1a2* is upregulated post-nataly in specific tissues [31]. The array data suggests that *Eef1a2* is expressed precociously in the *Hic2* mutant (Fig. 1c). 

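*Eef1a2*, the form of the elongation factor used in adult muscle and brain, rose in the mutant from a mean log2 value of 9.35 ± 0.15 (SD, n = 3) to 10.39 ± 0.07 (SD, n = 3). This is a 2.06-fold increase (log2 difference 1.05, standard error 0.111, adjusted p = 0.0147 from limma), and every mutant array lay above every wildtype array. Among the genes tested it ranked 20 by size of change and 6 by p-value. *Eef1a1*, the embryonic form, had no cluster of its own and was not analysed here. The adjusted p of *Eef1a2* was 0.120 without wildtype replicate 2, 0.0997 without mutant replicate 1 and 0.0819 without mutant replicate 2. With the erythroid median as a covariate the difference was 0.93 (standard error 0.147), nearly as large but with a wider error, and the adjusted p was 0.162 from limma.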

We confirmed by RT-qPCR that *Eef1a2* expression increases 10.4-fold between E9.5 and E13.5 (Fig. 3e), and that there is a highly significant expression increase at E9.5 in both conditional *Hic2* mutants (Fig. 3f, g). *Hic2* also has an antagonistic effect to *Mesp1* and *Nkx2.5* on *Eef1a2* expression, as for *Ckm* (Fig. 3g).

Myoglobin (*Mb*) is closely related to haemoglobin but is expressed in the sarcolemma of cardiomyocytes and skeletal muscle where it transports oxygen to the mitochondria [32]. Only a single *Mb* gene exists in mammals, but maturational isoform switching has been demonstrated between the two isoforms expressed in lamprey [33]. *Mb* loss of function mice exhibit developmental delay and embryonic lethality by E11.0 [5], a phenotype consistent with a functional requirement in the foetus. Although we did not find a significant increase in the E9.5 *Hic2* mutant, our array data indicates a large 10-fold increase in wildtype *Mb* expression between E9.5 and E13.5. 

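*Mb*, the oxygen-binding protein of cardiac and skeletal muscle, had a mean log2 value of 8.79 ± 0.46 (SD, n = 3) in the wildtype and 9.49 ± 0.57 (SD, n = 3) in the E9.5 mutant. Wildtype pools were at 9.08, 9.02 and 8.26 and mutant pools at 9.48, 10.06 and 8.92, so the genotypes overlapped. The log2 difference was 0.70 (standard error 0.303, 95% confidence interval 0.01 to 1.39) and did not pass over all genes tested (adjusted p = 0.606 from limma). Its unadjusted p was 0.0474 by limma and 0.173 by the methods' t-test. Of 18 cardiomyocyte maturation genes, *Mb* among them, 11 had a higher mean in the mutant, 0 passed an adjusted p from limma over all genes or over the list alone and 1, *Mb*, passed unadjusted. *S100a1*, a calcium-binding protein of the heart, was at 0.27 (standard error 0.167) and *Fabp3*, a carrier of fatty acids, at 0.23 (standard error 0.150). The list as a whole shifted upward relative to other genes with a median of 0.02 (camera, adjusted p = 0.00819, but adjusted p = 0.618 with an estimated correlation). This call was lost without the intensity filter (0.0755), with clusters without a gene kept (0.0647) and without mutant replicate 2 (0.123).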

We therefore selected this gene for further analysis. *In situ* hybridisation data obtained from the Eurexpress database indicates specific expression in the mouse heart at E14.5 (Fig. 3d). We confirmed by RT-qPCR that *Mb* expression increases 46-fold between E9.5 and E13.5 (Fig. 3e). Consistent with the array data, we did not see a change at E9.5 in the conditional *Hic2* knockout by RT-qPCR (Fig. 3f). However, this would seem to be the result of the antagonistic effect of *Mesp1* because when we separate the effects of *Hic2* and *Mesp1* (as above) we observe a significant repressor function indicated by upregulation in the *Hic2* conditional mutant relative to *Mesp1^Cre^* only (Fig. 3g, blue bars). Deletion with *Nkx2.5^Cre^* has a similar effect (Fig. 3g, orange bars), and our data indicate that this transcription factor also has an activator effect on *Mb* expression (Fig. 3g,dark grey bars).

Thus, we have demonstrated that three developmentally-regulated genes expressed in the foetal heart are repressed by *Hic2* in the E9.5 embryo.

### 2.5 Hic2 regulates muscle-specific isoform expression in cardiomyocytes

Troponin is a component of the contractile machinery of striated muscle that acts as a calcium-sensitive switch, serving to couple motoneuron input to muscle contraction. Troponin is a complex of three unrelated proteins: Troponin T (TNNT) binds to tropomyosin, which regulates the interaction of myosin with actin, Troponin C (TNNC) binds calcium ions while Troponin I (TNNI) is an inhibitory subunit. Each exists in multiple isoforms which are regulated in a temporal and spatial manner. Three isoforms of Troponin T exist, and in the adult, these are expressed in non-overlapping domains in cardiac muscle (TNNT2), slow skeletal muscle fibres (TNNT1) and fast skeletal fibres (TNNT3) [9]. Expression of *Tnnt2* in the mouse heart begins at E7.5, the embryonic heart also transiently expresses *Tnnt1* but never expresses *Tnnt3* [35]. Foetal skeletal muscle transiently expresses low levels of *Tnnt2* together with *Tnnt1* and *Tnnt3* [35].

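*Tnnt3*, the troponin T of fast skeletal fibres, rose in the mutant hearts from a mean log2 value of 10.19 ± 0.10 (SD, n = 3) to 11.71 ± 0.14 (SD, n = 3). The increase was 2.85-fold, or 2.86-fold as a ratio of linear means (log2 difference 1.51, standard error 0.111, adjusted p = 0.00241 from limma), and ranked 7 by size of change and 2 by p-value. *Tnni2*, the troponin I of the same fibres, was at 9.02 ± 0.36 in the wildtype and 9.81 ± 0.43 in the mutant (SD, n = 3 each). All its mutant arrays lay above all wildtype arrays, but barely, with mutant replicate 3 at 9.345 and wildtype replicate 1 at 9.339. The adjusted p of *Tnni2* was 0.606 from limma, and its unadjusted p by the methods' t-test was 0.0692. Its log2 difference of 0.79 (standard error 0.237) passed when adjusted over the list alone. *Tnnc2*, the fast skeletal troponin C, had a difference of 0.23 and lay close to the intensity filter (mean log2 value 6.42 in the wildtype and 6.65 in the mutant). The cardiac and slow forms *Tnnt2*, *Tnni1* and *Tnnc1* were bright in both genotypes and had differences of -0.01, -0.03 and 0.04. Of the 6 troponins tested, 1 thus rose over all genes tested and 2 when adjusted over the list alone, and the list rose relative to other genes (camera, adjusted p = 5.52e-06, but adjusted p = 0.259 with an estimated correlation). The paper took up *Tnnt3* from these same arrays, so the list is not independent evidence of its direction.
Among 8 other genes of skeletal muscle, 0 were higher by limma at any threshold, and *Atp2a1*, the calcium pump of fast fibres, was lower when adjusted over the list alone (log2 difference -0.62, standard error 0.170). *Mylpf*, a fast myosin light chain, was at 0.33 and *Acta1*, skeletal actin, at -0.03. The median of these genes was -0.08 and their adjusted p from camera in limma was 0.945. The call of *Tnnt3* held with any array left out, at differences from 1.46 to 1.60, and was lost with the erythroid median as a covariate (adjusted p = 0.162 from limma at a difference of 1.50).

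**Figure D3:**
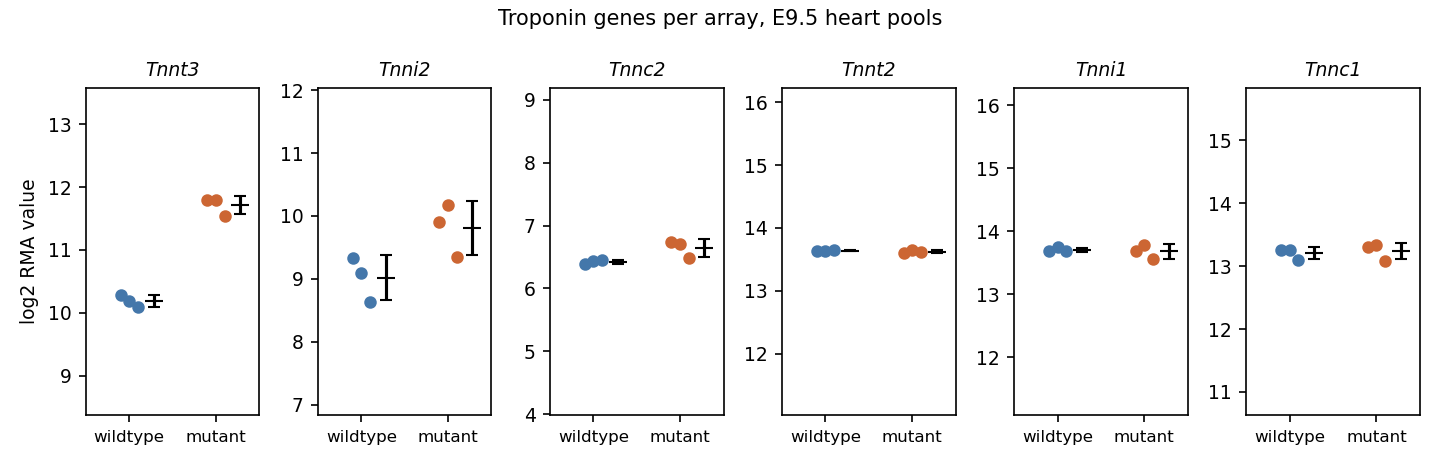
Log2 RMA values of 6 troponin genes in E9.5 heart pools. Points are single arrays, bars are the mean ± SD of 3 arrays per genotype, and all panels span the same range of log2 units. *Tnnt3* shows the widest gap between genotypes. The mutant and wildtype arrays nearly touch for *Tnni2* and *Tnnc2* and overlap for *Tnnt2*, *Tnni1* and *Tnnc1*.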

*Tnnt3* exhibits a 2.86-fold increase in the *Hic2 Mesp1^Cre^* conditional mutant at E9.5 by microarray (Fig. 1b), but unlike *Ckm*, *Eef1a2* and *Mb*, its expression did not show an increase in the E13.5 wildtype (Fig. 1c); in fact, the microarray data indicated a moderate decrease. Because *Tnnt3* is never normally expressed in the heart, we hypothesised that *Hic2* may function to regulate lineage-specific as well as maturational isoform expression. RT-qPCR confirmed the low expression level of *Tnnt3* in the wildtype heart at both E9.5 and E13.5, with no evidence for a change in expression during this time (Fig. 4a, blue bars). RT-qPCR further confirmed the ectopic expression of *Tnnt3* in the *Hic2 Mesp1^Cre^* conditional mutant, indicating a 3.6-fold expression increase at E9.5 (Fig. 4a, yellow bars). Unlike developmentally regulated genes such as *Ckm*, the effect of *Hic2* loss on *Tnnt3* expression became more pronounced with age, showing an 11.6-fold change at E13.5 (Fig. 4a, yellow bars). *In situ* hybridisation confirmed expression of *Tnnt3* in the heart tube of the *Hic2* conditional mutant at E9.5 (Fig. 4c, d). Ectopic expression appeared to be specific to the future atrium.

**Fig. 4:**
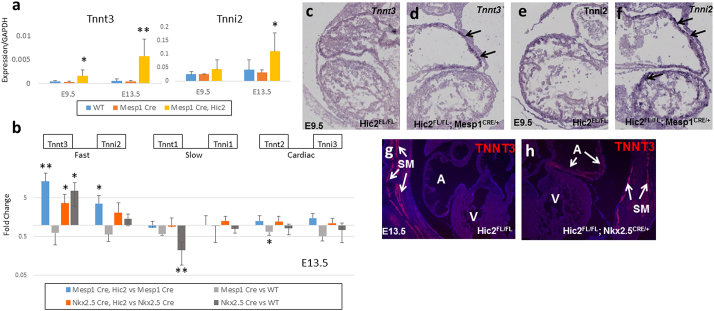
HIC2 represses cardiomyocyte expression of fast-twitch skeletal muscle troponins. a, b. RT-qPCR analysis of gene expression in pooled heart samples. a shows absolute expression (normalised to GAPDH) while b shows the fold change between the genotypes indicated at E13.5. *p* values indicate results of a one tailed *t*-test. c–f. *In situ* hybridisation showing upregulation of skeletal muscle troponins in mutant hearts at E9.5 in the *Mesp1^cre^* conditional mutant. Arrows indicate tissue showing upregulated expression. Expression of *Tnnt3* is limited to the future atrium while *Tnni2* is expressed throughout the heart tube. g–h. Immunostaining to show upregulation of TNNT3 at E13.5. In wildtype embryos (*Hic2^FL/FL^*), TNNT3 expression (red) is seen in skeletal muscle (SM) but not in the heart. In the *Nkx2.5^cre^* conditional mutant, TNNT3 expression is seen in both skeletal muscle and in the atria (A). We do not observe expression in the ventricle (V). DAPI counterstaining (blue) indicates nuclei. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

Troponin T genes are closely linked on the chromosome to Troponin I genes in three *Tnnt*/*Tnni* pairs [10]. Three isoforms of Troponin I exist and these are also expressed in cardiac, fast skeletal and slow skeletal muscles. The fast skeletal *Tnnt3* is linked to the fast skeletal *Tnni2* on chromosome 7 of the mouse (chromosome 10 in man) and there is evidence that these two genes are co-regulated by a common regulatory element [36], [37]. RT-qPCR showed that *Tnni2* is expressed at a level over 50 times greater than *Tnnt3* in the wildtype heart (Fig. 4a, blue bars). Expression is significantly increased in the *Hic2* conditional mutant only at E13.5, the change seen at E9.5 is not significant by RT-qPCR (Fig. 4a, yellow bars). This supports the hypothesis that dysregulation of lineage-specific isoforms becomes more pronounced with age.

We then asked whether isoforms associated with other muscle types are also dysregulated in the *Hic2* heart. We performed RT-qPCR assays at E13.5 to maximise the chance of detecting an effect and assayed the expression of all three Troponin T and all three Troponin I genes. This analysis indicated that the effect of *Hic2* loss is specific to the fast skeletal muscle troponin isoforms: we did not detect an effect on either the slow skeletal isoforms or the cardiac isoforms (Fig. 4b, blue bars). *Mesp1* did not contribute to the regulation of these genes (Fig. 4b, grey bars), although the data does demonstrate a requirement for *Mesp1* for expression of the cardiac isoform, *Tnnt2* confirming the known role of this gene in promoting the cardiac fate [26].

NKX2.5 has previously been shown to regulate *Tnnt3/Tnni2* expression [37] and therefore we asked whether HIC2 regulates *Tnnt3/Tnni2* expression within NKX2.5 + cardiomyocytes. Analysis of the *Nkx2.5^Cre^* conditional mutant confirmed the negative regulation of *Tnnt3* by NKX2.5 (Fig. 4b, dark grey bars), and also indicated NKX2.5 may positively regulate the slow skeletal troponin *Tnnt1* (which is expressed in the early embryonic heart). Expression of both *Tnnt3* and *Tnni2* are increased in the *Hic2 Nkx2.5^Cre^* conditional mutant (Fig. 4b, orange bars), but the increase is weaker than that seen in the *Mesp1^CRE^* mutant (Fig. 4b, compare blue and orange bars), perhaps indicating that NKX2.5 and HIC2 are performing partially redundant functions at this locus.

To gain a better understanding of the nature of this ectopic expression, we performed *in situ* hybridisation for *Tnnt3* (Fig. 4c,d) and *Tnni2* (Fig. 4e,f) in the *Hic2 Mesp1^Cre^* conditional mutant at E9.5. This analysis confirmed upregulation of both genes in the mutant (arrows), but indicated that while ectopic expression of *Tnni2* is seen throughout the heart tube, that of *Tnnt3* is restricted to the atria. We then performed immunostaining at E13.5 using an antibody against TNNT3 (Fig. 4g,h). A positive signal is seen to be restricted to skeletal muscle fibres in wildtype embryos (Fig. 4g), confirming specificity of the antibody. In the *Hic2 Nkx2.5^Cre^* conditional mutant we observe ectopic TNNT3 expression, which is again restricted to the atria (Fig. 4h). These data are consistent with previous reports of ectopic troponin expression in other mutants showing ectopic expression of *Tnnt3* in the *Nkx2.5* hypomorph restricted to the atria [37], while *Tnni2* can be ectopically expressed in the ventricle (for example, in the *Mesp1^Cre^* conditional *Hira* mutant [36]).

## 3 Discussion

In this work, we have described a role for the transcription factor HIC2 in regulating maturational isoform switching and muscle-specific isoform expression within the cardiovascular and circulatory systems.

### 3.1 Developmental transitions in gene expression

There are two major physiological transitions during development of the heart and circulation system, each of which is associated with isoform transitions in cardiomyocytes and erythrocytes. The better known is perhaps the major adjustment that occurs at birth, when respiration begins and oxygen is delivered to the hypoxic foetus. This results in a change in metabolism from the cytosol-based anaerobic glycolysis of the foetus to the mitochondrial-based fatty acid metabolism of the newborn [22]. This is accompanied by major changes in expression of metabolic enzymes [22], as well as isoform switching within both the cardiovascular and circulatory systems. One of the best characterised switches is the transition in myosin heavy chain expression from *Myh7* to *Myh6* that takes place within the mouse heart [38]. There is also a switch in beta haemoglobin expression from foetal to adult at this time in man (although not in mice) [4].

This switch is preceded by an earlier mid-gestation transition from an embryonic to foetal gene expression. This is clearly seen in the isoform switch from primitive to definitive (mouse)/foetal (man) haemoglobin expression, but is accompanied by other changes within cardiomyocytes. Cardiomyocyte mitochondria undergo a structural alteration at this time, changing from a fragmented, round morphology at E9.5 to an elongated, branching network at E13.5 [39]. Similarly, a reorganisation of the contractile machinery occurs at this time, resulting in generation of a mature striated cardiomyocyte morphology [39].

Single cell transcriptomic profiling would seem to broadly support this hypothesis, indicating the presence within cardiomyocytes of distinct transcriptional profiles at E9.5, E14.5 and P0 [40]. These authors were able to identify a group of genes expressed in the early embryo which are turned off by E14.5 and another set that showed the reverse relationship [40], indicating that a transition occurs at about mid gestation.

### 3.2 A developmental clock regulates maturational isoform switching

Our data implicate HIC2 in the regulation of haemoglobin isoform expression within yolk sac derived primitive lineage erythrocytes. These cells are nucleated and remain in circulation for many days after being produced, thus co-existing in the blood for a time with definitive erythrocytes [16], [17]. While definitive erythrocytes express only definitive haemoglobins, primitive lineage erythrocytes express all haemoglobin isoforms and undergo a switch in expression whilst in circulation [16], [17], [41]. We also provide evidence to suggest that HIC2 regulates haemoglobin expression in erythrocytes derived from NKX2.5 + precursors, which are most likely derived from the endocardium. There is considerable evidence that switching of haemoglobin isoform expression occurs simultaneously within erythrocytes derived from different lineages and is therefore regulated by an intrinsic “developmental clock”. This concept was proposed following the observation that cells maintained in culture [42] or transplanted into a host animal [43] switch globin expression at a time determined by the age of the donor tissue. A similar developmental clock has been proposed to coordinate postnatal switching of troponin isoforms across the cardiovascular system [44]. Our data suggests that a developmental clock may coordinate changes in the circulatory system with changes in the cardiovascular system. There are good reasons why changes in the sarcomere apparatus should be coordinated with changes in metabolic enzymes and in the oxygen delivery system. What signal HIC2 may be responding to remains to be determined, but we speculate that this may be a response to hypoxia.

### 3.3 Myocyte specific gene expression

Cardiac and skeletal muscles share a common contractile ability and utilise a set of homologous sarcomeric proteins to do this. However, cardiomyocytes are derived from lateral plate mesoderm while most skeletal myocytes are derived from the paraxial mesoderm (although facial muscle shares a common embryonic origin to cardiomyocytes, the cardiopharyngeal field [45], [46]). Thus, these cell types are analogous structures that have converged upon a common function. Although each troponin isoform is restricted to a specific muscle type in the adult, developing muscles sometimes co-express two or more isoforms [35]. It would therefore appear that a mechanism exists to suppress expression of alternative isoforms as muscles mature and that this may be disrupted in the absence of HIC2, leading to ectopic expression of the fast skeletal TNNT3 isoform.

There are parallels in this with a similar phenomenon observed during differentiation of sensory neurons. These cells are derived from two distinct embryological lineages (neural crest and neurogenic placode) but converge on a common gene expression programme. This process appears to be orchestrated by two key transcription factors, BRN3A (POU4F1) and ISL-1. Interestingly, one function of these transcription factors is to repress expression of non-sensory neuron genes, for example BRN3A represses genes normally expressed by cardiomyocytes (including *Nkx2.5*) [47] while ISL-1 does the same for genes associated with spinal motoneurons [48]. Mouse mutants exhibit activation of an ectopic programme of gene expression associated with these cell types [47], [48], [49], despite the distinct embryonic lineages from which these cell types arise.

### 3.4 Maturational and muscle-specific isoform regulation are linked

Single cell sequencing of *Nkx2.5^+/−^* cardiomyocytes at E14.5 has shown that these cells express higher levels of *Myh7* than wildtype cells [40], indicative of a delay in maturational isoform switching. The same cells also show reduced expression of *Ckm* and *Eef1a2* [40], developmentally-regulated genes that we found to be increased in the E9.5 *Hic2* heart. This is consistent with our results (Fig. 3g) and suggests that NKX2.5 may act later in development than HIC2 to promote rather than repress foetal gene expression. Ectopic expression of the fast skeletal troponins *Tnnt3* and *Tnni2* is seen in the *Nkx2.5* hypomorph mutant [37], and this is supported by our results showing increased expression in the *Nkx2.5^CRE^*. Therefore, HIC2 and NKX2.5 appear to regulate a common set of downstream genes in both maturational and muscle-specific isoform switching. It is noteworthy that both *Hic2* and *Nkx2.5* exhibit a haploinsufficient cardiac phenotype in mice [24] [50]. Another transcription factor, PROX1, has been shown to repress *Tnnt3/Tnni2* expression both in cardiomyocytes and in slow-twitch skeletal muscle [51]. While HIC2 is not expressed in skeletal muscle [24], a close homologue, HIC1, is expressed here [52] and we speculate that HIC1 may regulate lineage-specific isoform expression in skeletal muscle.

### 3.5 Mechanisms of isoform-specific expression

The Brg1/Brm-associated-factor (BAF) chromatin remodelling complex has been shown to play a critical role in regulating myosin heavy chain isoform switching. The BAF complex recruits histone deacetylase to the *Myh6* locus to repress expression, while activating *Myh7* through recruitment of poly (ADP ribose) polymerase (PARP) to a locus control region located between these two adjacent genes on the chromosome [38]. Isoform switching of haemoglobin expression also involves a locus control region, which interacts with individual globin promoters by chromatin looping [53]. A similar mechanism may operate in *Tnnt3*/*Tnni2* regulation. NKX2.5 occupies a site within the *Lsp1* gene, which is located between the paired *Tnnt3* and *Tnni2* genes, and is not expressed in cardiomyocytes [37]. This site is also bound by the histone modifier HIRA [36], and the *Hira* mouse mutant, in common with those of the histone deacetylases *Hdac1* and *Hdac2* [54], exhibits ectopic expression of *Tnnt3*/*Tnni2*. Thus, a model is emerging in which histone modifications and chromatin remodelling at an organiser region regulates transcription of isoforms located in *cis* on the chromosome. We hypothesise that the function of transcription factors such as NKX2.5 and HIC2 may be to integrate developmental signals by recruiting these modifiers to such regulatory loci. HIC2 consists of an array of DNA-binding zinc fingers at the C-terminus linked to an N-terminal BTB/POZ domain [23], which mediates transcriptional repression and acts as a protein-protein interaction domain. Little functional data exists for HIC2, but its homologue HIC1 has been shown to interact with chromatin remodelling complexes such as the NuRD (nucleosome remodelling and histone deacetylase) [55] and SWI/SNF ATP-dependent [56] chromatin remodelling complexes.

## 4 Glossary

A: atrium
BPM: beats per minute
BTB/POZ: a protein domain named after proteins in which it is found (Bric-a-brac, Tramtrack, Broad-Complex/Poxviruses and Zinc fingers)
*Ckb*: creatine kinase, brain
*Ckm*: creatine kinase, muscle
CRE: CRE recombinase (causes REcombination), a recombinase enzyme derived from the P1 bacteriophage which recognises the LoxP site
E: erythrocyte
E9.5: Embryonic day 9.5. By convention, day E0.5 is midday on the day following conception.
*Eef1a*: eukaryotic elongation factor 1a
FL: floxed allele, in which LoxP sites flank one or more exons.
GT: genetrap allele, in which a cassette consisting of a splice acceptor site, a LacZ coding sequence and a polyadenylation signal are randomly inserted into the genome. If inserted into a coding sequence may cause a loss of function mutation.
*Hbb-bh*: haemoglobin Z, beta-like embryonic chain
*Hbb-bs*: haemoglobin, beta adult s chain
*Hbb-bt*: haemoglobin, beta adult t chain
*Hbb-y*: haemoglobin Y, beta-like embryonic chain
*Hic2*: hypermethylated in Cancer 2
HT: heart tube
KO: knockout, or loss-of-function allele
LOXP: short DNA sequence recognised by the CRE enzyme
*Mb*: myoglobin
*Mesp1*: mesoderm posterior 1
NuRD: nucleosome remodelling and histone deacetylase complex
P0: postnatal day 0, or the day of birth
SM: skeletal muscle
SWI/SNF: SWItch/Sucrose Non-Fermentable, a chromatin remodelling complex
TNNC: troponin C, calcium
TNNI: troponin I, inhibitory
TNNT: troponin T, tropomyosin
V: ventricle
WT: wildtype allele
X-GAL: X-galactosidase staining, indicates expression of LacZ.

## 5 Methods

### 5.1 Mouse genetics and breeding

Mouse lines used in this study have been previously described [24].

Hic2^GT^:Hic2^Gt(RRN127)Byg^; MGI:4329590

Hic2^FL^:Hic2^Gt(E225A08)Wrst^; MGI:3919233

Nkx2.5^CRE^:Nkx2–5^tm1(cre)Rjs^; MGI:2654594

Mesp1^CRE^:Mesp1^tm2(cre)Ysa^; MGI:2176467

Throughout the paper, mice carrying the Hic2^FL^ allele in the absence of a Cre allele are considered wildtype. All mouse procedures were carried out in accordance with UK Home Office regulations.

Timed matings were performed and pregnant dams harvested by cervical dislocation.

### 5.2 RNA extraction from heart

Whole heart containing circulating erythrocytes was dissected from embryos lacking a phenotype at both E9.5 and E13.5 and stored in RNA-Later (Ambion). RNA was prepared using the RNA mini kit (Qiagen). Three genotypes were analysed for each conditional mutant: CKO (Cre/+; Hic2^FL/FL^), CRE (Cre/+; Hic2^+/+^) and WT (+/+;Hic2^FL/FL^or +/+;Hic2^FL/+^). Two knock-in CRE lines were used in this study: Mesp1^Cre^ and Nkx2.5^Cre^. 4–6 hearts were pooled per sample and six independent biological replicates (each itself a pooled sample) were performed for each genotype group, three were used for microarray analysis and an independent three pools used for subsequent qPCR analysis.

### 5.3 Microarray analysis

Single stranded cDNA was prepared using the Ambion WT Expression kit (Ambion) and this was hydrolysed and labelled using the Affymetrix genechip terminal labelling and hydrolyzing kit (Affymetrix, Santa Clara, USA). Probes were hybridised to the Mouse Exon 1.0 ST whole transcript array genechip (Affymetrix) at UCL Genomics.

Data were analysed using the core gene predictions of the Affymetrix Gene Expression Console and normalised using the RMA algorithm. Data were pre-filtered to select for those genes showing an expression value > 100 in the upregulated condition and to remove probes for which no annotation exists. We then performed a two tailed *t*-test to test the null hypothesis of no difference between the wildtype and knockout conditions. This gave 174 upregulated and 457 downregulated genes. 

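On the same values, the methods' t-test gave 165 higher and 423 lower genes at an unadjusted p under 0.05. On linear values it gave 165 and 435. Genes with a higher mean in the mutant made up 22.1% of those passing limma. That share was 36.6% after quantile normalisation, 45.0% after cyclic loess and 14.8% after median centring. It was 51.4% without wildtype replicate 1, 38.1% without wildtype replicate 2, 7.09% without wildtype replicate 3 and 43.9% without mutant replicate 2. With the replicate number as a block, limma gave 281 higher and 776 lower genes. Complete separation of the genotypes, with no overlap of arrays, was seen in 294 higher and 1001 lower genes, 12.4% of those tested, where chance gives 10%.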

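With a fold over 1.5 as well, the methods' t-test left 35 higher and 28 lower genes, 63 in all. *Hbb-b1/Hbb-b2*, *Ckm*, *Tnnt3* and *Eef1a2*, which encode an adult globin, an energy enzyme, a troponin and an elongation factor, were among the higher genes and *Hic2* was among the lower ones. Their p-values by that test were 0.00152, 6.91e-05, 1.13e-04, 4.44e-04 and 0.00384. With the test run on linear values and the fold taken between linear means, 33 genes were higher and 27 were lower.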

Applying an arbitrary threshold of mean fold change > 1.5 across 3 replicates reduced this number to give a final list of 34/29 upregulated/downregulated changed genes.

CEL and CHP files of these microarray data have been submitted to the Gene Expression Omnibus, accession numbers: E13.5 data GSE56430 and E9.5 data GSE100125.

### 5.4 qRT-PCR

RNA was reverse transcribed using the Quantitect Reverse Transcription kit (Qiagen). qPCR was performed using SYBR Green technology on a Step One machine (Applied Biosystems). Expression was measured relative to that of GAPDH and significance assessed by performing a one or two tailed t-test on the Ct values. Graphs show mean ± standard deviation.

### 5.5 *In situ* hybridisation

*In situ* hybridisation was performed on cryosections with DIG labelled probes using standard techniques. Briefly, tissue was permeabilised with a 10 minute digestion in 10 μg/ml proteinase K, hybridised at 55 °C with 1 ng/ml DIG-RNA probe and probe detected with a secondary alkaline phosphatase sheep anti DIG polycolonal antibody (Roche). Matched control and mutant sections were collected and processed on the same slide to ensure that hybridisation and colour development conditions were equal.

### 5.6 Immunofluorescence

Commercial goat anti CKM (Santa Cruz 15,164) and rabbit anti TNNT3 (Sigma HPA 037810) polyclonal antibodies were used. A citrate antigen retrieval step was used for the TNNT3 antibody. Alexa-conjugated secondary antibodies were used (Life Technologies, Carlsbad USA). Sections were mounted in Vectashield medium containing DAPI (Vector laboratories).

### 5.7 X-gal staining

β-Galactosidase staining was performed using standard methods.

## Funding

This project was funded by the British Heart Foundation (PG/09/065/27893).

## Disclosure and conflicts of interest

None

How the deposited data were processed for this re-analysis (not part of the article)

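Gene expression was measured on 6 Affymetrix Mouse Exon 1.0 ST arrays, 3 for wildtype and 3 for *Hic2* conditional mutant hearts at E9.5, each from a pool of 4 to 6 hearts. The log2 values were made by the authors before deposit, with RMA at gene level from the core gene predictions of the Affymetrix Expression Console, and were used as deposited. The software version and the genome build are not given in the sources used here. The values for E13.5 hearts and the RT-qPCR, in situ and staining data were not analysed here.

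All 6 columns of the table were used, and no arrays were identical. Of the transcript clusters, 16015 were annotated to at least 1 gene, and 10439 of these had a mean over 100 on the linear scale in the higher genotype. The clusters tested comprised 9988 annotated to 1 gene and 451 annotated to several. For gene lists, a gene was represented by the cluster annotated to it alone with the highest mean. Clusters annotated jointly to *Hbb-b1* and *Hbb-b2* and to *Hbb-bh1* and *Hbb-bh2* were also used in the lists under their joint names. The joint cluster of *Myh7* and *Myh6* was used as a named gene and was in no list. The use of joint clusters was decided after the annotation was seen. Chromosomes came from the reference table of assembly GRCm38.p6, to which 14941 of the 14996 clusters with 1 gene were matched by Entrez gene identifier.

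Genotypes were compared per cluster with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), mutant minus wildtype, with Benjamini-Hochberg adjustment over the clusters tested and a threshold of 0.05. The fold threshold was 1.5. The methods' t-test assumed equal variances and was run on log2 values and on linear values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The number of arrays limits the precision of each value, and clusters near the filter are close to the background of the array.

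The lists were beta-like globins, alpha-like globins, erythroid genes other than globins, haem synthesis enzymes, regulators of globin switching, megakaryocyte and platelet markers, macrophage and white cell markers, troponins, skeletal muscle genes other than troponins, cardiac sarcomere genes, cardiomyocyte maturation genes, cardiac transcription factors, atrial, ventricular, endothelial and endocardial, epicardial and proepicardial, smooth muscle, pharyngeal and foregut epithelium, liver and yolk sac endoderm, and neural and neural crest markers, proliferation genes and hypoxia-induced genes. They were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, and p-values were adjusted over the lists. The alpha-like globins had 1 cluster and were not tested as a list. The genes named are those the paper names, the 12 higher and 12 lower single-gene clusters with the largest difference and no overlap between genotypes, taken from those past the adjusted threshold and filled up at an unadjusted p under 0.05, all globins and troponins of the lists, and up to 4 members of each other list with the lowest p. Uncharacterised clone names were counted and not named.

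The alternatives were the methods' t-test on either scale, an intensity trend or robust variances in limma, no intensity filter, a mean over all arrays over 100, a higher group mean over 50, clusters without a gene kept, median centring, quantile normalisation, cyclic loess, the replicate number as a block, the erythroid median of each array as a covariate, and each array left out in turn. For lists, the mean of all clusters of a gene was tried as well. Quantile normalisation together with the block, and for chromosome 7 the block and the removal of the beta-globin, *Ckm* and troponin clusters, were chosen after seeing the data. Whether replicate numbers pair arrays was checked by correlating deviations from the genotype means. Arrays of the same number correlated at 0.311, 0.142 and 0.458, and arrays of different numbers at -0.424 to 0.302, with wildtype replicate 2 and mutant replicate 1 at 0.302 and wildtype replicate 1 and mutant replicate 2 at 0.231. The numbers were treated as pairs in the block, although the sources used here do not say what they stand for.

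The models were tested on simulated data in which 200 of 10439 genes were changed, over 20 runs with 3 arrays per genotype. With limma, 57.7% of the genes changed 1.5-fold, 95.4% of those changed 2-fold and 99.9% of those changed 4-fold were recovered, and 5.18% of the calls were false. The methods' t-test recovered 10.7%, 37.0% and 87.4%. The noise was drawn as normal, with gene spreads moderated as limma does. Limma made 186.2 calls per run, against 7 in the measured data, and the adjusted threshold is less strict where more genes are called. The recovered shares therefore cannot be carried over to the measured data. A shift of 0.7 in the erythroid list was called in 20 of 20 runs, and lists other than the erythroid, haem synthesis and globin switching lists, with no shift, gave 2 calls over all runs. The genes were simulated as independent of each other, while the estimated correlation in the measured erythroid list was 0.727. The runs therefore do not test the list calls under correlation between genes.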

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

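Quantile normalisation together with the replicate block was the 1 test here chosen only after the results were seen.

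Among the genes higher at an adjusted p under 0.05 from limma, 3 are not discussed in the paper's text. *Pla2g5*, a secreted phospholipase, was higher by 1.61 on the log2 scale and was singled out for that reason, as were *Ackr1*, a receptor that binds chemokines, at 1.24 and *Pdzk1ip1*, a small membrane protein, at 1.03. Each was higher in all 3 mutant arrays than in all 3 wildtype arrays. *Pla2g5* passed whichever array was left out, and with the erythroid median as a covariate its difference was 1.25 (adjusted p = 0.162). With quantile normalisation and the block together the adjusted p was 0.0859 for *Pla2g5* and 0.100 for *Pdzk1ip1*. *Ackr1* also missed the threshold without the intensity filter (adjusted p = 0.0895) and with clusters without a gene kept (adjusted p = 0.0826).

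Of the 10 ways to split the arrays 3 against 3, only 1, the split by genotype, gave as many as 7 genes at the adjusted threshold, and the highest count of the others was 1. Among the 3 other splits that part every pair of replicate numbers, the highest count was 0. With 10 splits the share as large cannot fall under 0.1.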

How the results depend on the processing

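Quantile normalisation with the replicate block, and for chromosome 7 the replicate block and the count without the beta-globin, *Ckm* and troponin clusters, were the tests chosen only after the results were seen. The cause was not tested for any change between settings given here.

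Of 95 named genes, 95 kept their direction and their side of the adjusted threshold with an intensity trend, robust variances or a group mean over 50, and 93 with the replicate block, which added *Cldn13* and *Wfdc1* and changed no other call of a named gene or, with camera at the preset correlation, of a list. With the methods' t-test, on log2 or linear values, 0 genes were higher at the adjusted threshold and 7 named genes lost their call. Genes lower at an unadjusted p under 0.05 with a fold over 1.5 numbered 28 with that test and 27 on linear values.

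After median centring 1 gene was lower at the adjusted threshold, after quantile normalisation 3 (*BC048679*, *Hic2* and *Tppp*) and after cyclic loess 1. At an unadjusted p under 0.05, 1165 genes were lower after median centring, and 344 were higher after quantile normalisation and 389 after cyclic loess, which left 27 lower genes with a fold over 1.5. The number higher was 281 with the replicate block and 574 with quantile normalisation and the block together. Without the intensity filter it was 306, and with clusters without a gene kept it was 407, of which 87 had a fold over 1.5.

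With the erythroid median of each array as a covariate, 1 gene was higher at the adjusted threshold. At an unadjusted p under 0.05, 110 were then higher and 2419 lower, and 532 of the lower genes had a fold over 1.5. The signs of *Gata1* (-0.12), *Klf1* (-0.17), *Afp* (-2.09), *Tnni1* (0.055) and *Acta1* (0.016) reversed under this covariate, as did the direction of the liver and yolk sac list (adjusted p = 0.246), and the cardiac sarcomere (adjusted p = 0.0199) and ventricular (0.0268) lists passed. The epicardial (0.208), pharyngeal (0.107) and hypoxia (0.246) lists lost their calls.

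As each array was left out, 4 to 8 genes were higher and 0 to 4 lower at the adjusted threshold. At an unadjusted p under 0.05, 116 to 342 genes were higher and 179, without wildtype replicate 1, to 1913, without wildtype replicate 3, were lower, and 19 to 150 of the lower genes had a fold over 1.5. The lowest and highest of these last counts came without mutant replicate 2 and mutant replicate 3. The differences of *Tnni1* (-0.083 to 0.029), *Tnnc1* (-0.017 to 0.11), *Isl1* (-0.32 to 0.13) and *Acta1* (-0.085 to 0.053) changed sign. The adjusted p of the cardiac sarcomere list ran from 0.0478, without wildtype replicate 3, to 0.683, and that of the maturation list from 9.48e-04 to 0.123.

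Of the 9 lists called with camera, 0 were called with an estimated correlation and 0 with fry for a shift in one direction. For changes in either direction mixed, fry called the troponins (adjusted p = 0.00486) and the ventricular markers (adjusted p = 0.0238). With an estimated correlation the adjusted p was 0.259 for the beta-like globins, erythroid genes, haem synthesis enzymes and troponins and 0.618 for the maturation genes. With fry in one direction it was 0.128 for the beta-like globins and troponins, 0.374 for the erythroid genes and haem synthesis enzymes and 0.858 for the maturation genes. Without the intensity filter the adjusted p of the maturation list was 0.0755, and with clusters without a gene kept it was 0.0647.

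The odds ratio of chromosome 7 genes among the changed genes was 2.58 with the replicate block, 1.07 at an unadjusted p with no fold threshold, 1.78 for the lower genes alone, 3.30 for the higher genes alone and 9.10 for the 7 genes at the adjusted threshold, of which 3 lie there. It ran from 1.52, without wildtype replicate 3, to 2.69 as each array was left out, and was 1.73 without the beta-globin, *Ckm* and troponin clusters.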

Differences from the paper's values

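No test given here was chosen only after the result was seen.

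The paper reports 62 genes with a fold change over 1.5, and limma gave 94 at that fold and an unadjusted p under 0.05. The paper's methods state the fold and the expression minimum and give no p threshold for the arrays. Among the alternatives set before the data were examined, the total was within 1.5 times the paper's with the methods' t-test, the test the paper's methods name (63), that test on linear values (60), a mean of all arrays over 100 (88), quantile normalisation (86), cyclic loess (86), without wildtype replicate 2 (80) and without mutant replicate 2 (88). It was not with an intensity trend (95), robust variances (94), no intensity filter (131), a group mean over 50 (112), clusters without a gene kept (150), median centring (94), the replicate block (100), the erythroid covariate (569), without wildtype replicate 1 (101) or 3 (176) and without mutant replicate 1 (104) or 3 (213).

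For the genes lower in the mutant, the paper's count is 29 and that from limma was 45. The count was within 1.5 times the paper's with the methods' t-test (28), that test on linear values (27), a mean of all arrays over 100 (41), quantile normalisation (32), cyclic loess (27), without wildtype replicate 1 (33) and without wildtype replicate 2 (29). It was not with an intensity trend (45), robust variances (45), no intensity filter (61), a group mean over 50 (53), clusters without a gene kept (63), median centring (45), the replicate block (46), the erythroid covariate (532), without wildtype replicate 3 (134) and without mutant replicate 1 (51), 2 (19) or 3 (150).

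The paper states that *Mb* did not increase significantly in the mutant at E9.5. By limma its unadjusted p was 0.0474 with a fold of 1.63, while its adjusted p was 0.606 and its p by the methods' t-test was 0.173.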

Other observations

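The chromosome 7 count without the beta-globin, *Ckm* and troponin clusters, and quantile normalisation together with the replicate block, were the tests here chosen only after the results were seen.

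Several lists that belong to no statement of the paper were tested on the same E9.5 arrays. Among 7 ventricular markers, *Kcne1*, a potassium channel subunit, was higher by 0.94 (standard error 0.161) and *Nppb*, the B-type natriuretic peptide, by 0.86 (standard error 0.248), and both passed when adjusted over the list alone. *Nppb* was at 11.88 in mutant replicate 3, and without it the difference was 1.18 (adjusted p = 0.0480 from limma). The list had a median of -0.06 (0.01 after cyclic loess), a mean of 0.18 and an adjusted p of 0.0724 upward from camera in limma, and passed without mutant replicate 1 (0.0154) or 3 (0.0234) and with the erythroid covariate (0.0268). Among 8 atrial markers, *Stard10* at 0.34 was the 1 that passed unadjusted, and 0 passed after adjustment by limma. Their median was -0.04 (0.03 after quantile normalisation and 0.02 after cyclic loess), with an adjusted p of 0.0913 upward from camera in limma. The list passed without wildtype replicate 3 (0.0358) or mutant replicate 2 (8.00e-04).

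Of 8 epicardial and proepicardial markers, 7 were below 0 (median -0.41), and the list fell relative to other genes (adjusted p = 0.0354 from camera in limma, but adjusted p = 0.618 with an estimated correlation). *Upk1b*, a uroplakin of the mesothelium, at -0.41 and *Gpm6a*, a membrane glycoprotein, at -0.42 passed unadjusted, and 0 passed by limma when adjusted over the list alone. The call of the list was lost without wildtype replicate 2 (0.0856), mutant replicate 2 (0.125) or mutant replicate 3 (0.0888), with the erythroid covariate (0.208) and with quantile normalisation and the block together (0.0684).

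All 6 liver and yolk sac endoderm markers had a higher mean in the mutant (median 0.37), and the list was called (adjusted p = 0.00611 from camera in limma, but adjusted p = 0.573 with an estimated correlation). The difference rested on single pools. *Alb*, serum albumin, was at 8.28 in mutant replicate 3 against 5.33 and 4.96 in the other mutants, and *Afp*, alpha-fetoprotein, was at 9.44 in that pool and at 7.89 in wildtype replicate 1. Without mutant replicate 3 the adjusted p of the list was 0.438, and the call was also lost after quantile normalisation (0.0626), cyclic loess (0.0901) or quantile normalisation with the block (0.0854), while the direction reversed with the erythroid covariate. Of 6 pharyngeal and foregut epithelium markers, 5 were above 0 (median 0.18, adjusted p = 0.00611 from camera in limma, but adjusted p = 0.259 with an estimated correlation), and the call was lost without wildtype replicate 2 (0.0830) or mutant replicate 3 (0.0703) and with the erythroid covariate (0.107).

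Of 7 neural and neural crest markers, 3 were lower at an unadjusted p under 0.05 (*Nefl*, *Erbb3* and *Stmn2*) and 1, the neurofilament *Nefl* at -0.54, when adjusted over the list alone, with a median of -0.30 and an adjusted p of 0.781 from camera in limma. The 19 proliferation genes had a median of -0.08 and an adjusted p of 0.942 from camera in limma. The 17 hypoxia-induced genes had a median of 0.02 and an adjusted p of 0.00819 from camera in limma, but an adjusted p of 0.618 with an estimated correlation, and the call was lost without wildtype replicate 2 (0.0900) or mutant replicate 1 (0.265), without the intensity filter (0.0935), with clusters without a gene kept (0.0647) and with the erythroid covariate (0.246).

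Adult beta-globin was higher in the mutant, and more blood in the mutant hearts was tested as a technical source. Were blood content the whole cause, the erythroid genes should rise about as much as the globin cluster, by 3.74 on the log2 scale. The limit set beforehand was 0.5 of that, 1.87. The median rise of the erythroid genes was 0.72 with an upper quartile of 0.94. These values argue against blood content as the whole cause, while a part of the rise may come from it. A change within the red cells of the mutant stays open as the biological explanation and was not tested apart on these arrays. The paper reports in situ hybridisation, not analysed here, with stronger *Hbb-bt* in erythrocytes of the mutant. It also reports a rise of *Hbb-bt* by RT-qPCR and no effect of *Mesp1* on it.

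*Tnnt3* was higher in the mutant, and skeletal muscle cells in the mutant samples were tested as a technical source. In that case the skeletal muscle genes should rise about as much as *Tnnt3*. The limit set beforehand was 0.5 of its difference, 0.757. Of 18 such genes with a cluster, the 8 that passed the intensity filter were tested, and their upper quartile was 0.0705. For these 8 genes the values argue against such cells as the source. Genes under the filter were left out, so a small share of such cells is not excluded. Without the filter or with a group mean over 50, the direction of camera in limma was upward (adjusted p = 0.656 and 0.589). A change of *Tnnt3* in the heart itself stays open as the biological explanation and was not tested apart on these arrays. The paper reports in situ hybridisation, not analysed here, with *Tnnt3* in the heart tube of the mutant at E9.5, apparently limited to the future atrium. In assembly GRCm38.p6, *Lsp1* lies between *Tnni2* and *Tnnt3* on chromosome 7, and its difference was 0.15.

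The mutants carry the Cre knock-in at *Mesp1* on chromosome 7, which also holds the beta-globin genes, *Ckm*, *Tnnt3* and *Tnni2*. This count took only clusters placed on a single autosome. Of 86 such genes past an unadjusted p under 0.05 and a fold over 1.5, 15 lie on chromosome 7, against 757 of all 9918 tested (odds ratio 2.59, 95% confidence interval 1.37 to 4.59, Fisher's exact p = 0.00304). The odds ratio was 1.73 (Fisher's exact p = 0.134) without the beta-globin, *Ckm* and troponin clusters, 1.52 without wildtype replicate 3 and 1.81 without mutant replicate 2. Of the 100 genes nearest *Mesp1*, 2 were among the changed genes (*BC048679* and *Me3*, named after their values were seen), with an odds ratio of 2.27 (Fisher's exact p = 0.227). That odds ratio was taken over all 10439 clusters tested, of which 94 were changed. On these arrays an effect of linked alleles and one of *Hic2* cannot be told apart, since every mutant array carries the knock-in. The paper's RT-qPCR was not analysed here. It is reported to show effects of *Hic2* on *Hbb-bt*, *Ckm*, *Tnnt3* and *Tnni2* against Cre-only hearts, which carry the knock-in too. For the troponins that comparison was at E13.5 and not at the age of these arrays. The paper also deleted *Hic2* with Cre at *Nkx2-5*, which lies on chromosome 17. With that Cre it reports a rise of *Ckm* at E9.5 and of *Tnnt3* and *Tnni2* at E13.5, and no effect on *Hbb-bt*.

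At an unadjusted p under 0.05 with a fold over 1.5 the genotypes gave 94 genes, and the split of wildtype replicate 1 and mutant replicates 1 and 2 against the rest gave 95. Among the splits that part every pair of replicate numbers, the highest other count was 50. Without a fold threshold the genotypes gave 791 genes. Another split, of wildtype replicate 3 and mutant replicates 2 and 3 against the rest, gave 1579. Those 3 arrays had the lowest median log2 values, 7.18, 7.21 and 7.25, against 7.29 to 7.31 on the others. Splits were not run on rescaled values, so the source of this count was not tested. The highest other count among splits that part every pair was 1330.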
